# Distal regulation of *c-myb* expression during IL-6-induced differentiation in murine myeloid progenitor M1 cells

**DOI:** 10.1038/cddis.2016.267

**Published:** 2016-09-08

**Authors:** Junfang Zhang, Bingshe Han, Xiaoxia Li, Juraj Bies, Penglei Jiang, Richard P Koller, Linda Wolff

## Abstract

The c-Myb transcription factor is a major regulator that controls differentiation and proliferation of hematopoietic progenitor cells, which is frequently deregulated in hematological diseases, such as lymphoma and leukemia. Understanding of the mechanisms regulating the transcription of *c-myb* gene is challenging as it lacks a typical promoter and multiple factors are involved. Our previous studies identified some distal regulatory elements in the upstream regions of *c-myb* gene in murine myeloid progenitor M1 cells, but the detailed mechanisms still remain unclear. In the present study, we found that a cell differentiation-related DNase1 hypersensitive site is located at a −28k region upstream of *c-myb* gene and that transcription factors Hoxa9, Meis1 and PU.1 bind to the −28k region. Circular chromosome conformation capture (4C) assay confirmed the interaction between the −28k region and the *c-myb* promoter, which is supported by the enrichment of CTCF and Cohesin. Our analysis also points to a critical role for Hoxa9 and PU.1 in distal regulation of *c-myb* expression in murine myeloid cells and cell differentiation. Overexpression of Hoxa9 disrupted the IL-6-induced differentiation of M1 cells and upregulated *c-myb* expression through binding of the −28k region. Taken together, our results provide an evidence for critical role of the −28k region in distal regulatory mechanism for *c-myb* gene expression during differentiation of myeloid progenitor M1 cells.

c-Myb is a transcription factor that regulates hematopoiesis by controlling essential cellular processes, including proliferation, survival, and differentiation.^1, 2^ Dysregulated expression of *c-myb* has been implicated in the pathogenesis of leukemia, as in human T-cell leukemia (T-ALL) *c-myb* was found to be involved in translocation and duplication.^3, 4^ Dysregulation of *c-myb* also has roles in human colon and breast carcinoma.^5, 6, 7^ Additional studies demonstrate that overexpression or mutations in *c-myb* can release its oncogenic potential, especially in myeloid cells.^8, 9^

*c-myb* transcription is regulated through several mechanisms. *c-myb* mRNA elongation can be blocked in intron I in a cell-type-dependent manner.^10, 11, 12^ c-Myb can negatively regulate its own expression.^13^ WT1 (Wilms Tumor 1), MZF1 (myeloid zinc finger 1), and PU.1 can downregulate the *c-myb* promoter activity, while the Ets and c-Jun/JunD transcription factors activate the promoter.^14, 15, 16, 17, 18, 19^ But these data from previous studies cannot completely elucidate the mechanisms of *c-myb* expression regulation during the differentiation of murine myeloid leukemia M1 cell.

Recent studies indicate that the expression of *c-myb* gene is also under control of distal regulatory elements, which is critical for its regulatory function. It has been reported that a transgene integration approximately 77 kb upstream of *c-myb* gene decreased the expression of *c-myb* gene in megakaryocyte/erythrocyte lineage-restricted progenitors, probably by disrupting an enhancer there, resulting in hematopoietic abnormalities including anemia, thrombocythemia, and splenomegaly.^20^ It has also been reported recently that distal enhancers located at −36 kb/−81 kb upstream of *c-myb* regulate gene expression by a long-range interaction with gene promoter during mouse erythroid development.^21^ Meanwhile, some integration sites of retroviruses in leukemia and lymphomas cluster have been located to upstream regions within 25–250 kb of *c-myb* gene, and integration of retroviruses at these sites is closely related to increased expression of *c-myb* gene and induction of neoplasia.^22, 23, 24, 25^ In murine myeloid progenitor M1 cells (M1 cells), we previously identified three murine leukemia virus integration regions, named Mml1 (murine leukemia virus-induced myeloid leukemia 1) (−25k), Mml2 (−56k), and Mml3 (−70k).^24^ These sites are proximal to the 5′ regulatory region of *c-myb* gene through DNA looping and facilitate the integrated virus to activate *c-myb* gene expression from far away.^26^ The above data suggest essential roles of distal elements in the regulation of *c-myb* gene expression, but detailed mechanisms involved in this process largely remain to be elucidated.

In our previous work,^26^ enrichment of active histone modifications H3K4me3 and H3K4me1 (hallmarks of enhancers) was found in the Mml1, Mml2 and Mml3 regions upstream of *c-myb* gene. These regions are proximal to the 5′ regulatory region of *c-myb* gene through DNA looping, indicating that these regulatory elements are involved in *c-myb* expression regulation. In the present study, we show that the regulatory element at the −28 kb region has an essential role in *c-myb* gene regulation during interleukin-6 (IL-6)-induced differentiation in M1 cells, and transcription factors (Hoxa9 and PU.1) and structural proteins (CCCTC-binding factor (CTCF), Cohesin) are involved in this process. We also demonstrate potential genome-wide distal interaction regions using circular chromosome conformation capture (4C) technology. The present work provides more details about the long-range regulatory mechanism of *c-myb* during differentiation of M1 cells.

## Results

### DNase I hypersensitive site analysis of the *c-myb* locus during IL-6-induced differentiation of M1 cells

Our previous data indicated the existence of regulatory elements in the *c-myb* upstream region in M1 cells, based on the enrichment of active histone modifications H3K4me1 and H3K4me3.^26^ 

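M1 is a mouse myeloid leukemia cell line that grows as immature progenitors and differentiates toward macrophages when the cytokine IL-6 is added. In DHS-seq, nuclei are digested lightly with DNase I, which cuts open chromatin first, and the short fragments released between a pair of cuts are sequenced. 1 library of untreated M1 cells and 1 library of IL-6-treated M1 cells were analyzed, so no difference between them has a replicate check. The sample labels give 4 to 5 days of IL-6, and the DHS-seq text gives no number of days. The methods describe single-read sequencing, while the legend of Figure 1 describes paired-end sequencing. The authors aligned the reads to NCBIM37 with BWA and made the deposited table with Seqmonk. For each of 55432 transcripts the table gives the mean signal, and the SD, over the 700-bp windows that its coding span (start to stop codon) touches. In M1 cells the mean multiplied by the number of windows was a whole number in 100% of the rows. In IL-6-treated cells it was a whole multiple of 1.03816 in 100% of the rows, so each read of that library had been scaled to this value. The paper's text does not name such a factor. The reads behind each span were recovered from these steps. Non-overlapping coding spans of chromosomes 1 to 19 and X held 8365737 reads in M1 cells and 7813472 reads in IL-6-treated cells, over 1084532 windows. This comes to 7.71 and 7.20 reads per window. Intervals of read ratios below are 95% Clopper-Pearson intervals. They cover counting error only and compare these 2 libraries, not the conditions. Intervals of shares of windows, stretches or genes are of the same type. They take these features as independent draws and do not measure counting error of reads. The choice that moved values most was the scaling between the libraries.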

Here sequencing of DNase I hypersensitive sites (DHS-seq) was used to identify the open sites of the upstream region of *c-myb* gene in M1 cells. 

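On NCBIM37 the *c-myb* gene lies on chromosome 10 from 20844736 to 20880790, on the minus strand, so that upstream is toward higher positions. The windows of its coding span run from 20845301 to 20881000 and include the promoter end of the gene. In untreated M1 cells these 51 windows held 721 reads, a mean of 14.1 reads per window with an SD between windows of 18.9. The strongest window had at least 39 and at most 146 reads, the bounds that this mean and SD allow. The mean of *c-myb* was at the 75.1 percentile of 22575 genes, whose median was 7.76 reads per window. The neighboring genes had lower means, with 9.44 reads per window over the 171 windows of Ahi1 and 7.18 reads per window over the 104 windows of Hbs1l. No coding span of the table lies between the *c-myb* transcription start site at 20880790 and the Hbs1l gene, which starts at 21015785. DNase I signal in that interval, which holds the distal upstream regions, is not analyzed here.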

As shown in Figure 1, DNase I hypersensitive sites were detected in the *c-myb* promoter and distal upstream regions (−6.2k, −16k, −28k), with the highest signal peak at the gene-coding region. Open sites at +7.1k and the promoter region show the active *c-myb* gene transcription.

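The 3 listed *c-myb* transcripts do not all reach the same 5′ window. The difference between the longest and the shortest isolates the 6 windows from 20876801 to 20881000 on chromosome 10. This stretch holds the promoter end, exon 1 and the 5′ part of intron 1. In untreated M1 cells it held 187 reads, a mean of 31.2 reads per window (SD between windows 17.4). The other 45 windows of the coding span held 534 reads, a mean of 11.9 reads per window (SD 18.1). At least 1 window of the 5′ stretch had 40 reads or more and none had over 66. Among the other 45 windows at least 1 had 39 reads or more and none had over 130. Both parts therefore held a 700-bp window above 21 reads. The methods use more than 21 reads as the threshold for a hypersensitive site, but name neither the width of a site nor the library. The bounds of both parts overlap, so the part with the single strongest window could not be told from them. The position 7.1 kb downstream of the transcription start site, 20873690, lies in intron 3 and belongs to the other 45 windows. It also lies within Gm16786, a gene annotated from 20864900 to 20874180.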

It has been suggested that quantitative comparison of DNase I hypersensitivity sites between states is highly useful in predicting transcription factor occupancy associated with particular biological processes. As *c-myb* expression goes down during differentiation of M1 cells induced by IL-6 treatment, DHS-seq was also performed using IL-6-treated M1 cells. 

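In IL-6-treated M1 cells the coding span of *c-myb* held 360 reads, a scaled mean of 7.33 reads per window. The ratio to untreated cells was 0.518 (95% interval 0.455 to 0.589), a log2 ratio of -0.95. The 6 windows at the 5′ end fell from 187 to 55 reads, a ratio of 0.305 (0.222 to 0.414) and a log2 ratio of -1.70. The remaining windows had a ratio of 0.593 (0.513 to 0.684). Of the neighboring genes, Ahi1 had a ratio of 0.782 (0.725 to 0.842) and Hbs1l a ratio of 1.05 (0.943 to 1.16). The direction at the coding span of *c-myb* depended on the scaling, and so did the fall at the 5′ windows. An alternative was the median of ratios over windows with at least 22 reads in both libraries. With it the ratio of the coding span was 1.84 (1.62 to 2.09). That of the 5′ windows was 1.08 (0.786 to 1.47), which leaves the direction there open. Within a fixed set of features, percentiles do not depend on one common factor. The sets were not matched again under another scaling. The coding span was at the 5.43 percentile of the log2 ratio among 2319 genes whose summed signal was within 10% of its own. The 5′ windows were at the 4.17 percentile among 720 stretches of 3 to 12 windows matched in the same way. When stretches were matched on untreated cells alone, 320 of 344 also fell. With the scaling of the table, all 265 recovered single windows with a sum of at least 160 reads were lower than in untreated cells. Gapdh fell from a mean of 72.7 to 17.1 scaled reads per window. Of 18473 genes with more than 21 reads in either library, 2475 were at least 2-fold lower and 313 at least 2-fold higher. With the median of ratios, 240 of the 265 windows were lower, 20848 genes passed 21 reads, and of these 18 were at least 2-fold lower and 17655 at least 2-fold higher.

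**Figure D1:**
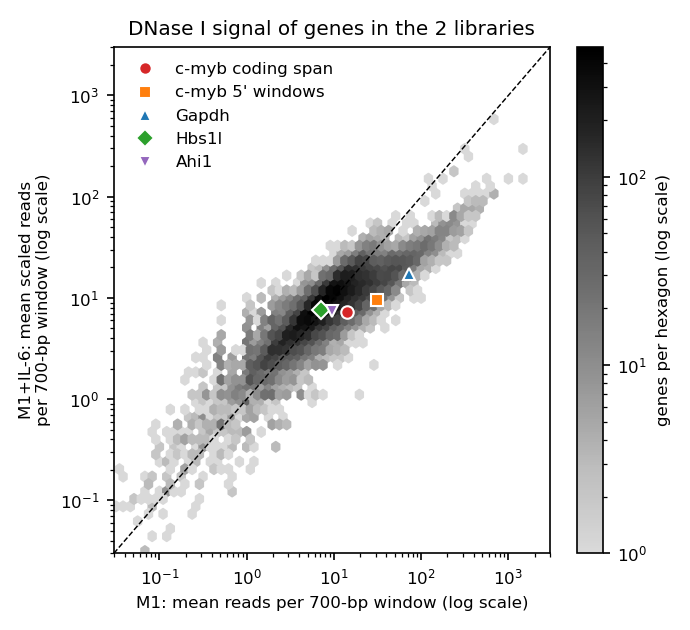
Mean reads per 700-bp window of 21722 genes in untreated M1 cells (x axis) and IL-6-treated M1 cells (y axis, scaled reads), both on log scales, with gray hexagons for the number of genes, symbols for single genes and a dashed line at equal signal. The coding span of *c-myb* lies below the line at 14.1 and 7.33, and genes with strong signal in untreated cells, such as Gapdh, lie farther below it.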

The *c-myb* expression decreased after IL-6 treatment in a time-dependent manner (Supplementary Figure S1). It is interesting that DNase I hypersensitivity sites at Mml1 region (−28k) reduced remarkably after IL-6 treatment (Figure 1), suggesting the existence of active/functional regulatory elements in the Mml1 region that are involved in regulation of *c-myb* gene during IL-6-induced differentiation in M1 cells. To our surprise, we did not detect open sites at −56k and −70k (data not shown), which are also virus insertion sites named Mml2 and Mml3. In our previous study, interactions of −56k and −70k regions with the *c-myb* promoter did not change when *c-myb* was downregulated.^26^ Therefore, we focused on the Mml1 region for further study.

### Transcriptional factors bind to *c-myb* upstream Mml1 region in a cell differentiation-dependent manner

The regulation of gene expression requires binding of regulatory proteins to cis-regulatory elements. Computational method, TFSEARCH, was used for predicting potential transcription factor binding to the Mml1 region. Hoxa9, Meis1, PU.1, and CREB were predicted to bind at the target regions as shown in Figure 2a. 

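The regions studied were placed on NCBIM37 by matching both primers of each pair in Table 1 to chromosome 10. Distances are from the *c-myb* transcription start site at 20880790. The −28k amplicon covers 20909015 to 20909157, 28.3 kb upstream, and is intergenic. Its 143-bp sequence on the plus strand is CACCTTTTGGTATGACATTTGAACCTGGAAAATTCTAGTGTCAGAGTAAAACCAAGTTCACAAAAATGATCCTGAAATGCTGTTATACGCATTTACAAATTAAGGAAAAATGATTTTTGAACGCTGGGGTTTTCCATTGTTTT. The −25k amplicon covers 20906574 to 20906674, 25.8 kb upstream, and the −56k amplicon covers 20937146 to 20937259, 56.4 kb upstream. Both are intergenic. The +2.8k amplicon covers 20877860 to 20877988 and lies in an intron of *c-myb*. The promoter amplicon covers 20880683 to 20880790 and lies in exon 1. DNase I signal at the 3 upstream amplicons is not analyzed here.

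**Figure D2:**
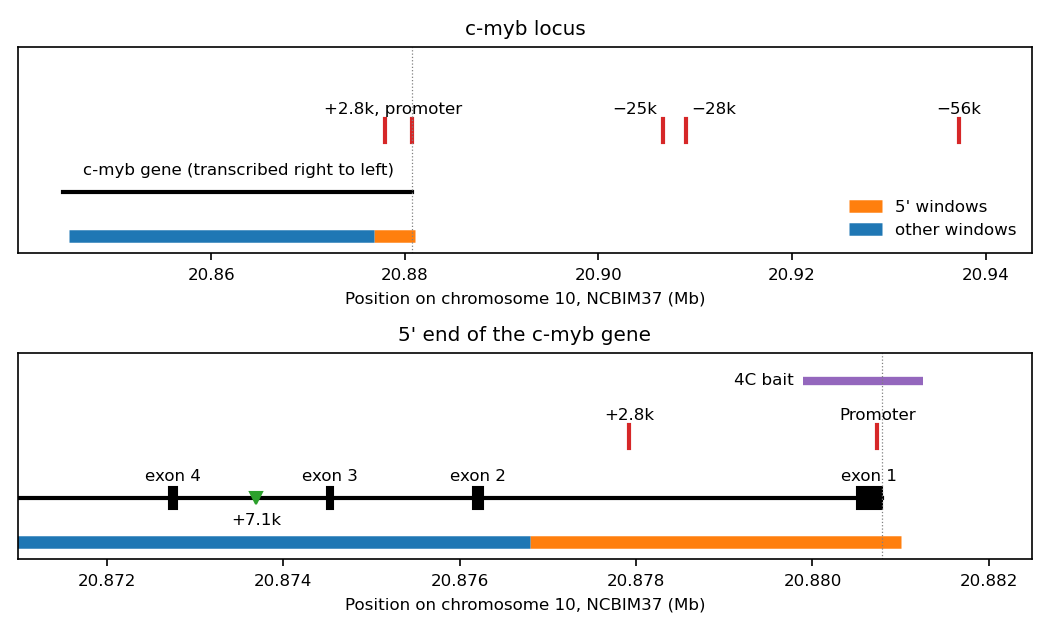
Map of the *c-myb* locus (top) and of the 5′ end of the gene (bottom) by position on chromosome 10 of NCBIM37 in Mb, with the gene as a black line, exons as black boxes, amplicons as red marks, the 4C bait in purple and the transcription start site as a dotted line. The orange bar marks the 6 windows at the 5′ end and the blue bar the other 45 windows, so the −25k, −28k and −56k amplicons lie outside the measured windows.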

The roles of those proteins in regulation of *c-myb* gene were investigated using chromatin immunoprecipitation (ChIP).

M1 cells were prepared for ChIP using antibodies against Pol II, Hoxa9, PU.1, and CREB, with PCR primer sets for sites in +2.8k, −25k, −28k, and −56k regions, according to the enrichment of H3K4m1 (Supplementary Figure S2) and predicted binding sites in those regions. As shown in Figure 2b, Pol II is substantially enriched at +2.8k as expected, Hoxa9 is enriched at the sites in−28k and −56k regions with substantial enrichment at −28k, and PU.1 is substantially enriched at the sites in +2.8k, −25k, and −28k regions. Enrichment of CREB is not observed in this study.

To further assess the involvement of the above proteins in regulation of *c-myb* expression during differentiation of M1 cells, ChIP was performed in M1 cells treated or not treated with IL-6. As shown in Figure 2c, after a 5-day IL-6 treatment the enrichment of Hoxa9 significantly reduced in the −28k region, but not in other regions, suggesting that the −28k region is a major region for Hoxa9 regulation of *c-myb* expression in IL-6-induced differentiation in M1 cells. The enrichment of PU.1 significantly increased in the +2.8k, −25k, and −28k regions (Figure 2d). Our data indicate that transcription-relevant proteins bind to the distal upstream regions of the *c-myb* locus, and the binding may be involved in regulation of *c-myb* expression during IL-6-induced differentiation in M1 cells.

### Scanning of distal regulatory elements interacting with the *c-myb* promoter

Our previous data from quantitative chromosome conformation capture assay (3C-qPCR) indicated long-range interactions between distal regions within 100 kb upstream of *c-myb* gene and the 5′ end of *c-myb* gene through DNA looping.^26^ To further understand the long-range DNA contacts involved in the *c-myb* locus, 4C assay, a technology to investigate genome-wide DNA contacts with a given genomic site of interest, was applied. The *c-myb* promoter fragment served as a bait fragment. As shown in Figure 3, three prominent peaks of interactions were detected around −3.8k, −11k, and −28k upstream of *c-myb* gene, which is consistent with our previous 3C data ^26^, indicating that 4C data are reliable and 4C method is suitable to detect long-range interactions of the *c-myb* promoter. The highest peak is located at the −28k region, indicating the interaction of this region with the *c-myb* promoter. We further scanned the potential regulatory elements interacting with the *c-myb* promoter at the genome-wide level. Besides the *c-myb* locus, 18 loci showed a high interaction frequency with the *c-myb* promoter with a reads count >500 (Supplementary Table S1). Ten of them are unknown intergenic regions. It is interesting to investigate these unknown interaction regions in our future work.

### Cohesin and CTCF modulate interaction between distal regulatory elements and the *c-myb* promoter

Cohesin and CTCF are central players in regulating long-range interactions,^27^ and our previous work showed that CTCF is recruited to the regions that interact with the *c-myb* promoter.^26^ Here we investigated the roles of Cohesin and CTCF in regulation of *c-myb* gene expression by IL-6 using ChIP-qPCR with antibodies against Rad21, a subunit of Cohesin, and CTCF. Cohesin is remarkably enriched at the −28k region (Figure 4a). CTCF is also strongly enriched at the −28k and −56k regions (Figure 4b). During IL-6 treatment, Cohesin and CTCF binding both decreased significantly at −28k and remained unchanged at other regions. The above data suggested that the binding of Cohesin and CTCF to −28k is involved in *c-myb* expression regulation during IL-6-induced differentiation in M1 cells.

### Hoxa9 upregulates *c-myb* transcription by binding to distal elements of the *c-myb* locus

It has been reported that c-Myb is an essential downstream target for homeobox-mediated transformation of hematopoietic cells.^28^ To further investigate the role of Hoxa9 in regulation of *c-myb* gene in M1 cells, the impact of Hoxa9 on *c-myb* expression in cytokine-treated M1 cells was analyzed. M1 cells were stably transfected with a MIGR1 vector expressing Hoxa9 fused to a modified estrogen receptor ligand-binding domain (Hoxa9-ER). Conditional activation of Hoxa9 was induced by addition of 4-hydroxytamoxifen (4-OHT). Supplementary Figure S3A shows the expression of Hoxa9-ER in M1 cells. Supplementary Figure S3B shows Hoxa9-ER mainly localized to the nuclear fraction after activation. Addition of 200 and 500 nM 4-OHT both increased *c-myb* (Figure 5a) and Meis-1 mRNA levels in M1 cells (Figure 5b). IL-6 treatment reduced *c-myb* expression in a time-dependent manner; however, overexpression of Hoxa9 counteracted the action of IL-6 (Figure 5c) and reversed IL-6-induced downregulation of *c-myb* expression (Figure 5d). ChIP-qPCR data show that Hoxa9 binding at the promoter and the −28k region decreased after IL-6 treatment (Figures 6a and b). Enrichment of Hoxa9 at −28k increased significantly after overexpression of Hoxa9 (Figure 6b) and was accompanied by increased expression of *c-myb*. Enrichment of H3K36me3 at the *c-myb* promoter supports the presence of positive transcriptional activity of the gene (Figure 6c). Meanwhile, lentivirus expressing shRNA targeting Hoxa9 or PU.1 was used to downregulate the expression of Hoxa9 or PU.1. Knockdown of Hoxa9 decreased the expression of *c-myb* and Meis1 (Figure 7a). On the contrary, knockdown of PU.1 increased *c-myb* expression and showed no significant effect on Meis1 transcription (Figure 7b). The above results suggest that Hoxa9 and PU.1 can regulate *c-myb* expression via binding of distal upstream elements.

## Discussion

c-Myb is a key regulator of hematopoiesis, abundantly expressed in the hematopoietic stem and progenitor cell compartments and downregulated as cells progress toward terminal differentiation. Although the function of c-Myb has been extensively studied, the mechanisms of its transcriptional regulation still remain unclear. Our previous data indicated the existence of distal regulatory elements in the *c-myb* upstream regions based on the enrichment of active histone modifications H3K4me3 and H3K4me1 and the demonstration of enhancer activity in upstream sequences from a region at −28k.^26^ Here we further investigate the mechanism of distal regulation of *c-myb* expression in differentiating M1 cells.

Genome-wide identification of regulatory elements based on chromatin accessibility and binding of regulatory factors were combined to investigate distal regulatory elements in this study. A DHS assay identified accessible sites in the distal upstream regions of the *c-myb* locus (Figure 1) and ChIP-qPCR assay showed that regulatory factors, Hoxa9, PU.1, and Meis1 are bound to these regions (Figure 2). Together with our previous work showing the enrichment of H3K4me1 and H3K4me3 at these sites and enhancer activity at −28k,^26^ our data strongly support the existence of regulatory elements in these upstream regions.

Evidence supporting long-range physical interactions between distal regulatory regions contained within 100 kb upstream of *c-myb* and the *c-myb* gene promoter region was provided in our previous study using 3C-qPCR data.^26^ The present 4C data not only confirmed this looping interaction between the upstream regions and the *c-myb* promoter but also identified additional genome-wide DNA sites as potential interaction partners of the *c-myb* locus (Supplementary Table S1). CTCF and Cohesin (Figure 4) are showed here to be involved in mediating the long-range interactions of distal regions of the *c-myb* locus. Interaction between distal regions within 100 kb and the *c-myb* promoter is closely related to *c-myb* gene expression, because most interactions appear only in *c-myb*-expressing M1 cells but not in NIH3T3 cells without *c-myb* expression.^26^ The present work also suggests that the distal regulatory regions are involved in *c-myb* expression regulation during M1 cell differentiation. DHS sites changed, long-range DNA interaction reduced, and the binding of regulatory factors at distal regions changed during IL-6-induced differentiation. Among these regions, the −28k region appears to be the most predominant site of regulation and the highest peak of Cohesin binding is also located at this site (Figure 4). In the study of mouse primary erythroid progenitors, long-range interactions were detected between −36 kb/−81 kb upstream of *c-myb* and the *c-myb* promoter, which regulate *c-myb* expression during erythroid development ^21^. However, we did not detect any interactions between −36 kb/−81 kb regions and the *c-myb* promoter in mouse myeloid progenitor M1 cells. It indicated that long-range interactions between distal enhancers and gene promoter are in a cell-specific manner.

The involvement of specific transcription factors in the regulation of *c-myb* through upstream regions was a focus in this study. As predicted from identification of sequence-binding sites, Hoxa9 was found to bind to −28k and −56k regions; however, binding at the −28k region reduced significantly during IL-6 treatment. The later indicates that Hoxa9 binding at the −28k region is closely related to regulation of *c-myb* gene expression during this cytokine-induced differentiation. Hoxa9 and Meis1 were reported to be positive regulators of *c-myb* in HPCs and leukemic cells,^28^ which was further confirmed here in M1 cells (Figure 5). Recently a genome-wide-level identification of binding sites for Hoxa9 and Meis1 in hematopoietic cells showed that Hoxa9 and Meis1 co-bind at hundreds of highly evolutionarily conserved sites, most of which are distant from transcription start sites, and many sites are also bound by PU.1 and other transcription factors.^29^

It has also been reported that Hoxa9 and Meis1 bind to the *c-myb* locus, mainly around the first intron region in HPC7 and FMH9 cells, and maintain its expression in HPCs and leukemic cells.^30^ However, although we observed moderate enrichment of Hoxa9 at +2.8k region, much stronger enrichment of Hoxa9 was located at −28k and −56k regions in M1 cells. Therefore, mechanisms to explain how *c-myb* gene expression is regulated by Hoxa9 in +2.8k region during cell differentiation remains to be explained. Our data also suggested that Hoxa9 is a positive regulator of Meis 1 expression, which is consistent with other researches.^31, 32^ And the detailed role of Hoxa9 in *c-myb* control during myeloid differentiation of human precursors remains unclear, although it has been reported that Hoxa9 can increase *c-myb* expression in human B-lineage-2 (BLIN-2) cell line.^33^

PU.1 has been reported to be a negative regulator of *c-myb* promoter activity,^17^ and our data confirm this in M1 cells (Figure 7). However, previous to our work here, its role in binding at distal regions of the *c-myb* locus was not documented. PU.1 binding was observed in this study at the +2.8, −25k, and −28k regions and increased during IL-6 treatment, suggesting the involvement of multiple sites for PU.1 in negative regulation of *c-myb* expression in differentiating M1 cells. But the detail mechanisms of PU.1 in *c-myb* control during human myeloid differentiation remain still unknown.

Increasing number of studies have suggested that distant transcriptional control has essential roles during cell differentiation. The roles of distal regulatory elements in gene regulation in the alpha and beta-globin loci have been well studied and reviewed.^34^ A distal DNA element within the imprinted mouse Igf2-H19 locus interacts with the Igf2 gene >100 kb away via chromatin looping or sliding during skeletal muscle differentiation.^35^ In the INK4b-ARF-INK4a locus, EZH2-dependent chromatin looping controls INK4a and INK4b but not ARF during human progenitor cell differentiation.^36^ A long-range interaction between the Il21 gene promoter and a distal enhancer (49 kb upstream) can be induced by IL-6 in CD4(+) T cells, resulting in induction of IL-21, STAT3, CTCF, and Cohesin to be involved in this process.^37^

The data presented here implicate important roles for transcriptional regulation in the intergenic regions upstream of *c-myb* during differentiation and leukemia. It is recently reported that distal regulatory elements at −71 kb and −84 kb upstream of *c-myb* gene and binding of some erythroid TFs, including LDB1, GATA 1, TAL1, ETO 2, and KLF1, have been reported to be involved in regulation of *c-myb* expression in human erythroid progenitors, suggesting the involvement of distal regulation in human *c-myb* expression.^38^ It will be of interest to determine whether these distal regions are altered by mutation or other mechanism involving looping in human leukemias.

## Materials and Methods

### Cell lines

The murine myeloid leukemia M1 cell (TIB 192; ATCC, Manassas, VA, USA) was maintained in RPMI 1640 medium with 10% heat-inactivated horse serum (Invitrogen, Carlsbad, CA, USA). For IL-6 treatment, M1 cells were seeded at a density of 1 × 10^5^ cells/ml in medium containing IL-6. IL-6 stocks were prepared as described previously.^26^ For conditional activation of Hoxa9, M1 cells were stably transfected with a MIGR-Hoxa9-ER vector expressing Hoxa9-ER,^29^ and Hoxa9 activation was induced by addition of 4-OHT (T176; Sigma-Aldrich, St. Louis, MO, USA).

### Quantitative real-time PCR analysis

Total RNA was isolated using TRIzol reagent (15596-018; Invitrogen). cDNA was produced from 1 μg of total RNA using a cDNA Reverse Transcription Kit (4322171; Applied Biosystems, Foster City, CA, USA). Quantitative real-time PCR was performed in triplicate with predesigned *c-myb* gene expression assays (Mm 00501741-m1; Applied Biosystems). Data were normalized to a mouse GAPDH (glyceraldehyde-3-phosphate dehydrogenase) control (4352932E; Applied Biosystems). Relative quantitation was carried out by the comparative threshold cycle (CT) method. Statistical analysis was performed using the GraphPad Prism 5 software (GraphPad software, San Diego, CA, USA). The Student's *t*-test was used on measurements of *c-myb* expression from three experimental replicates.

### ChIP assay

ChIP was performed as described before.^26^ In brief, cells were fixed in 0.8% formaldehyde for 6 min at room temperature. Sonicated chromatin was immunoprecipitated with antibodies for H3K4me1 (ab8895; Abcam, Cambridge, MA, USA), H3K36me3 (ab9050; Abcam), RNA polymerase II CTD (ab26721; Abcam), Rad21 (ab992; Abcam), PU.1 (sc-352X; Santa Cruz), CREB (ab31387; Abcam), Hoxa9 (sc-17155X; Santa Cruz Biotechnology, Santa Cruz, CA, USA), CTCF (ab70303; Abcam), or rabbit IgG (15006; Sigma-Aldrich). A 10% aliquot was removed as an input fraction. Quantitative real-time PCR was performed with ChIP DNA and input DNA using a Light Cycler 480II. Relative quantitation was carried out by the comparative threshold cycle (CT) method. Statistical analysis was performed using the GraphPad Prism 5 software. The Student's *t*-test was used on measurements of enrichment from different condition samples from three experimental replicates. Primers for ChIP-qPCR are shown in Table 1.

### Immunological methods and antibodies

For immunoblot, M1 cells were washed twice with cold phosphate-buffered saline (PBS), drained, and 0.5 ml of lysis buffer (20 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1 mM Na_2_EDTA, 1 mM EGTA, 1% Triton X-100, 2.5 mM sodium pyrophosphate, 1 mM β-glycerophosphate, 1 mM Na_3_VO_4_ and 1 mg/ml leupeptin) supplemented with protease inhibitors was added to 5 × 10^6^ cells. The cells were then sonicated. After centrifugation at 4 °C and 15 000 × *g* for 10 min, protein aliquots containing 30 μg of protein were separated on denaturing and reducing Laemmli 12% polyacrylamide gels and transferred to nitrocellulose. The membrane was blocked in PBS containing 5% milk powder and 0.1% Tween 20 and incubated at 4 °C overnight with primary antibody and for 1 h at 25 °C with horseradish peroxidase-conjugated secondary antibody. Antibody binding was visualized using Clarity Western ECL Substrate (1705060; Bio-Rad, Hercules, CA, USA).

### Sequencing of DNase I hypersensitive sites

Intact nuclei were isolated from M1 and IL-6-treated M1 cells and digested with DNase I according to a standard protocol.^39^ Briefly, cells were harvested and washed twice in cold PBS and resuspended in Buffer A (15 mM Tris-HCl, pH 8.0, 15 mM NaCl, 60 mM KCl, 1 mM EDTA, 0.5 mM EGTA, 0.5 mM spermidine, and protease inhibitors (04693116001; Roche, Indianapolis, IN, USA)) at 2 × 10^6^ cells/ml. NP-40 (0.02%) was gently added and the suspension was incubated for 10 min on ice to release nuclei. Nuclei were washed twice in cold Buffer A and pelleted at 1200 × *g* for 10 min. Nuclei were treated with different concentrations (0, 40, 60, 80 U) of DNase1 (11284932001; Roche) in 2 ml of digestion buffer (15 mM Tris-HCl, pH 8.0, 15 mM NaCl, 60 mM KCl, 1 mM EDTA, 0.5 mM EGTA, 6 mM CaCl_2_) at 37 °C for 3 min. The reactions were stopped by the addition of 2 ml of stop buffer (50 mM Tris-HCl, pH 8.0, 100 mM NaCl, 0.1% SDS, 100 mM EDTA, 0.5 mM spermidine) containing 10 μg/ml RNase (11119915001, Roche). Samples were treated with 25 μg/ml proteinase K at 55 °C overnight. DNA was purified by gentle phenol/chloroform extraction and DNA fragments were separated by ultracentrifugation through a sucrose gradient. Fractions containing small DNA fragments representing two-hit DNase I cutting events were precipitated, pooled, and prepared for Single- Read sequencing according to the manufacturer Illumina (San Diego, CA, USA). Reads were trimmed to remove the adaptors and low-quality bases. High-quality sequences were aligned to the mouse genome (Mus musculus NCBIM37) by BWA alignment. 

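The reads of a single window are known where a coding span touches only that window, as at Hist1h3g and other short genes. Where listed transcripts share one end and differ by a single window at the other, the reads of that window can be recovered. Together these gave 4349 windows on chromosomes 1 to 19 and X, all at coding spans. More than 21 reads were found in 904 of them (20.8%, 95% interval 19.6 to 22.0) in untreated M1 cells and in 731 (16.8%, 15.7 to 18.0) in IL-6-treated cells after scaling. The threshold was passed in at least 1 library by 1062 windows and in both by 573. At more than 50 reads the libraries differed more, with 489 windows in untreated cells and 150 in IL-6-treated cells. Summing both libraries before the threshold was applied gave 1900 windows. The order of the libraries depended on the scaling. With the median of ratios, IL-6-treated cells had 2998 windows with more than 21 reads and 1356 with more than 50, and 3005 windows passed 21 reads in at least 1 library. Sites between genes are not analyzed here, so these numbers cover another set of positions than a genome-wide count.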

At the genome-wide level, 167 313 DNase 1 hypersensitive sites were detected by reads count >21. DNase 1 hypersensitive sites at the *c-myb* locus were plotted by the Seqmonk software (Babraham Institute, Cambridge, UK). Raw data can be downloaded from the Gene Expression Omnibus (GEO) accession number GSE81031.

### 4C assay

4C assay was performed following a standard protocol.^40^ Briefly, cells were cross-linked by 1% formaldehyde for 10 min and 0.125 M glycine was added to prevent further cross-linking. Cells were collected and suspended in 100 μl of 0.125 M glycine–PBS per 10^6^ cells. One million cells were washed with 200 μl of digestion buffer and resuspended in 200ul of digestion buffer containing 0.3% SDS, incubated with shaking at 37 °C overnight. Next day, 400 μl of digestion buffer was added slowly. Samples were digested with 300 U Csp6I at 37 °C with shaking for 4 h and then an additional 300 U Csp6I was added and incubated at 37 °C with shaking for 4 h. In all, 200 U Csp6I was added and incubated at 37 °C with shaking overnight. After completing the assessment of digestion efficiency, SDS was added to a final concentration of 1.6%. Samples were incubated at 65 °C with shaking for 20 min to stop digestion and lyse the cells. Digested chromatin were collected and ligated in a very low DNA concentration (0.6 ng/μl) at 4 °C for 1 week with replenishing 60 μl of 100 mM ATP every third day. NaCl (final concentration 0.2 M), EDTA (final concentration 1 mM), and proteinase K (final concentration 0.2 mg/ml) were added to the ligation mix and reverse cross-linking was performed at 65 °C overnight. DNA was purified with the Qiagen PCR Purification Kit (28106; Qiagen, Hilden, Germany) as per the manufacturer's recommendation and treated with exonuclease I and exonuclease III. Circular DNA was then purified with the Qiagen PCR Purification Kit. A Csp6 I fragment of 1364 bps containing the *c-myb* promoter was used as a bait sequence. 

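On NCBIM37 the fragment between the Csp6I sites (GTAC) that flank the *c-myb* transcription start site runs from 20879890 to 20881253 on chromosome 10, which is 1364 bp with both sites included. It holds exon 1 (20880502 to 20880790), the 5′ end of intron 1 and sequence upstream of the start site. Both 4C primer pairs match inside it.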

Two rounds of PCR were used for amplifying unknown potential interaction sequences. For the first round PCR, core PCRs were set up in triplicate for each circular DNA sample with core PCR primers (Forward primer: 5′-ACACTTCTGCCTTCAGGGTTT-3′, Reverseprimer: 5′-GAGGTGTGTTTGCACTTGAAGA-3′, 100-bp away from the Csp6I digestion site in the *c-myb* promoter bait sequence). For the second round PCR, core PCR products were diluted by 100-fold and PCRs in triplicate were set up for each diluted core PCR product with nested PCR primers (Forward primer: 5′-TCGGTTGAATAGAGTGAGCG-3′, Reverse primer: 5′-AGCCGTTTGAAGATTCTTGT-3′). The resulting nine nested PCR products were pooled and purified for paired-end sequencing according to the manufacturer Illumina. Reads started with one of the two 20-bp nested primer sequences selected and trimmed to remove the bait overhangs and low-quality bases. Finally, 96% of total reads of 59 095 377 was mapped to the mouse genome (Mus musculus NCBIM37) by BWA alignment. The bait region was mapped on the read count distribution plot to visualize proximity of peaks to the bait by Seqmonk tool. Distances from the transcription start site of *c-myb* gene to each of the peak regions upstream of *c-myb* gene were calculated. Raw data can be downloaded from the Gene Expression Omnibus (GEO) accession number GSE81031.

### Lentivirus production and cell transduction

DNA oligos for Hoxa9 (Forward: 5′-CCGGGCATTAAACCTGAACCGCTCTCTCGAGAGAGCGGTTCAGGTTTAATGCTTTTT-3′ Reverse: 5′-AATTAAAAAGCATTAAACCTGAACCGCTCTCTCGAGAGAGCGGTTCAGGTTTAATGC-3′) and for PU.1 (Forward: 5′-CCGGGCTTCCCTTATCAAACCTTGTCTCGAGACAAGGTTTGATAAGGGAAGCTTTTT-3′ Reverse: 5′-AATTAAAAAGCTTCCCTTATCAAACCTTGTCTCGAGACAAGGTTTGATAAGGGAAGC-3′) were synthesized by Shanghai Sangon Biotechnology (Shanghai, China). After annealing, the double-strand DNA was cloned into shRNA-expressing vector PLKO.1-puro. In all, 3 μg of appropriate packaging plasmids pCMV-VSVG: pCMV-DR 8.91 (1 : 5) and 5 μg of shRNA expressing vector were cotransfected into 2.5 × 10^6^ HEK-293T cells using PolyFect transfection reagent (301105; Qiagen). Seventy-two hours later, the media containing lentivirus particles were collected and centrifuged at 1500 × *g* for 10 min. Then the supernatant was collected and used to infect M1 cells immediately in the presence of 10 μg/ml Hexadimethrine Bromide (a.k.a. polybrene, H9268; Sigma-Aldrich). Forty-eight hours after infection, cells were collected for analysis.

### Data access

The data used in this study have been deposited in NCBI's Gene Expression Omnibus repository and are accessible through GEO accession number GSE81031.

## Figures and Tables

**Figure 1:**
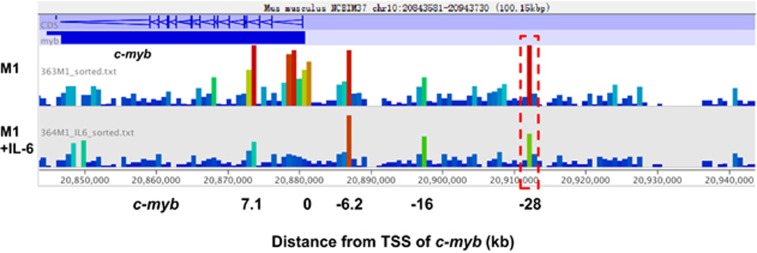
DNase I hypersensitive (DHS) site analysis of the *c-myb* locus in M1 and differentiated M1 cells. Nuclei from both M1 cells and IL-6-treated M1 cells were subjected to a limited DNase I digestion. Fractions containing small DNA fragments representing two-hit DNase I cutting events were precipitated, pooled, and prepared for paired-end sequencing. DHS-seq data of the *c-myb* locus are shown by the reads density created by the Seqmonk software in M1 and differentiated M1 cells. Red dashed box shows detected DHS site located at the −28 region during IL-6-induced differentiation. TSS, transcription start site

**Figure 2:**
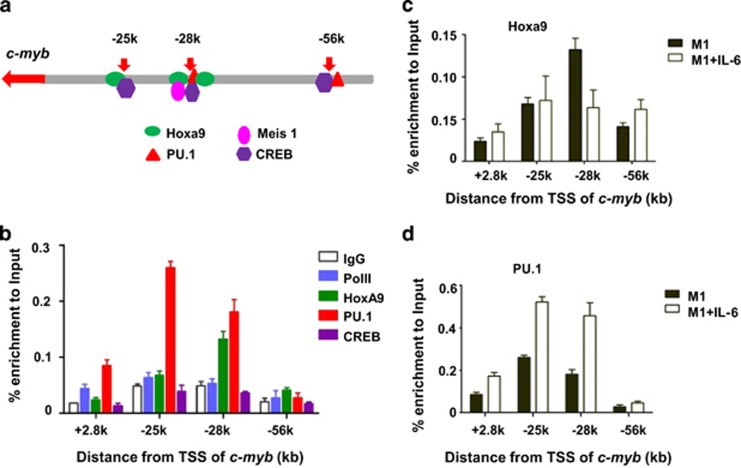
Binding of transcription factors to upstream regions of the *c-myb* locus. (**a**) Potential transcription factor-binding sites of the *c-myb* locus are predicted; (**b**) ChIP-qPCR was performed to investigate the binding of the indicated transcription factors to the indicated regions of the *c-myb* locus in M1 cells; (**c**) the binding of Hoxa9 and (**d**) PU.1 to the indicated regions during IL-6-induced differentiation in M1 cells was also detected using ChIP-qPCR. Results are representative of three independent experiments. TSS, transcription start site

**Figure 3:**
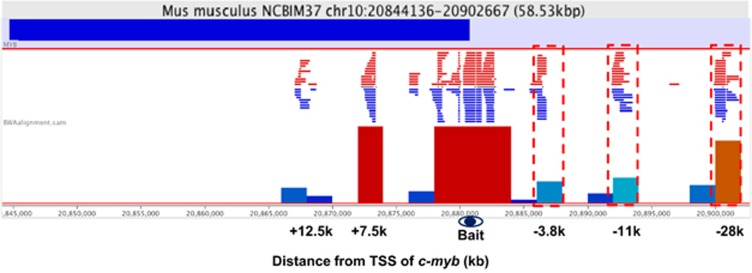
Long-range interaction between the *c-myb* promoter and distal regions. 4C assay was performed in M1 cells. A Csp6I fragment of 1364 bps containing the *c-myb* promoter was used as bait fragment. The bait region was mapped on the read count distribution plot generated by the Seqmonk software to visualize proximity of the peaks to the bait. The cross-linking frequency between the upstream regions and the bait fragment was presented by reads density. Interaction upstream regions of *c-myb* are marked by red dashed boxes. Distance of marked interaction regions from transcription start site (TSS) is shown as indicated

**Figure 4:**
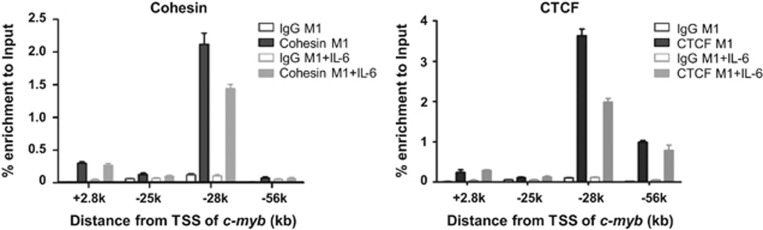
Enrichment of Cohesin and CTCF at upstream regions of the *c-myb* locus. ChIP using antibodies specific for Cohesin or CTCF was performed in M1 and differentiated M1 cells induced by IL-6. Primer sets specific for the regions of +2.8k, −25k, −28k, and −56k were used for quantitative PCR of ChIP DNAs. Relative quantitation was carried out by the comparative threshold cycle (CT) method. Statistical analysis was performed using the GraphPad Prism 5 software. Student's *t*-test was used on measurements of enrichment from three replicates. Error bars represent S.D. (*n*=3)

**Figure 5:**
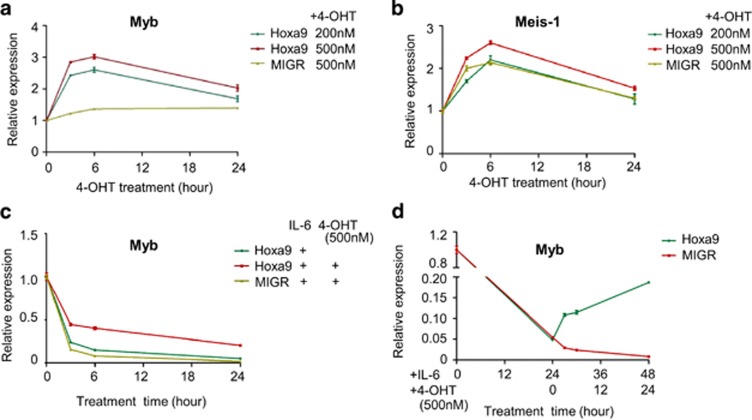
Hoxa9 upregulates *c-myb* in M1 cells. M1 cells were transfected with MIGR-Hoxa9-ER vector. Conditional activation of Hoxa9 was induced by addition of 4-OHT at the indicated doses in the presence of IL-6 or not. Then (**a**, **c**, **d**) *c-myb* and (**b**) *Meis-1* expression was detected using quantitative real-time PCR analysis. Data are normalized to GAPDH expression. MIGR: empty vector control. Error bars represent S.D. (*n*=3)

**Figure 6:**
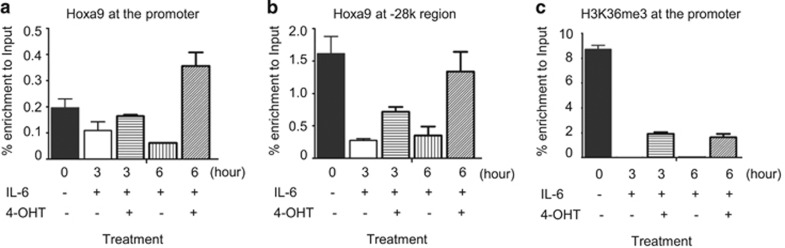
Hoxa9 binding at the distal element is associated with *c-myb* expression. M1 cells were transfected with MIGR-Hoxa9-ER vector and then Hoxa9 activation was induced by addition of 500 nM 4-OHT. The cells were treated with IL-6 or/and 4-OHT for the indicated times, then ChIP-qPCR was performed to investigate the enrichment of Hoxa9 at (**a**) the *c-myb* promoter and (**b**) the −28k region, and (**c**) the enrichment of H3K36me3 (active transcription marker) at the *c-myb* promoter. Relative quantitation was carried out by the comparative threshold cycle (CT) method. Statistical analysis was performed using the GraphPad Prism 5 software. Student's *t*-test was used on measurements of enrichment from three replicates. Error bars represent S.D. (*n*=3)

**Figure 7:**
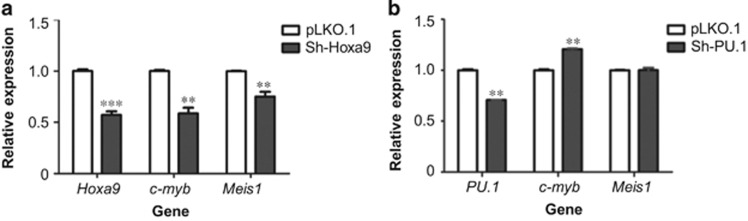
Regulation of *c-myb* expression by Hoxa9 and PU.1. M1 cells were infected with lentivirus containing (**a**) shRNA targeting Hoxa9 (sh-Hoxa9) or (**b**) PU.1 (sh-PU.1) or scrambled RNA (pLKO.1). Forty-eight hours later, mRNA levels of *c-myb* and *Meis1* were determined by quantitative reverse transcription PCR (RT-qPCR). Relative quantitation was carried out by the comparative threshold cycle (CT) method. Data are normalized to GAPDH expression. Statistical analysis was performed using the GraphPad Prism 5 software. Student's *t*-test was used on measurements of enrichment from three replicates. Error bars represent S.D. (*n*=3). An asterisk represents significant difference of expression (*P*<0.05). **P<0.01, ***P<0.001

**Table 1:** Primer sets for ChIP-qPCR experiments

*Name*	*Forward primer (5′→3′)*	*Reverse primer (5′→3′)*
−25k	AGAAACTCAGAAGACCCTTTGC	GTCATGCCTGTTCTGTGTATGA
−28k	CACCTTTTGGTATGACATTTGAAC	AAAACAATGGAAAACCCCAG
−56k	TCTCTGACCCATTCCTCCTTTGCT	CCATGGTCCCTTGGTTCTGTTGTT
+2.8k	GAAAATGTCCACAATGCTGAAA	TGAAGTATCAGGGATACCAAGAAAG
Promoter	ACCGAGGAGGAGGAGGAGAA	GGGAGTGTCCAAACCTCTTT

## Abbreviations

M1 cells: murine myeloid progenitor M1 cells
Mml1: murine leukemia virus-induced myeloid leukemia 1
CTCF: CCCTC-binding factor
ChIP: chromatin immunoprecipitation
4C: circular chromosome conformation capture
DHS-seq: sequencing of DNase I hypersensitive sites
GAPDH: glyceraldehyde-3-phosphate dehydrogenase
4-OHT: 4-hydroxytamoxifen

# Supplementary material for: Distal regulation of c-myb expression during IL-6-induced differentiation in murine myeloid progenitor M1 cells
**Source:** Cell Death Dis. 2016 Sep 8;7(9):e2364–. doi: 10.1038/cddis.2016.267
**Supplement:** Supplementary Information

**Supplementary Information**

**Figure S1 Expression of *c-myb* in M1 and differentiated M1 cells.**

Expression levels were determined by quantitative reverse transcription PCR. Total RNA samples were prepared from M1 cells, M1 cells treated with IL-6 for 12 or 24 h. Data are normalized to GAPDH expression. Error bars represent standard deviations (SD) (n=3). *** represents significant difference of expression compared to untreated M1 cells (P<0.001).

**Figure S2 Enrichment of H3K4me1 at the *c-myb* locus.**

ChIP using antibody specific for H3k4me1 was performed in M1 and differentiated M1 cells induced by IL-6. Primer sets specific for upstream regions of -25k, -28k and -56k were used for quantitative PCR of ChIP DNAs. Relative quantitation was carried out by the comparative threshold cycle (CT) method. Statistical analysis was performed using GraphPad Prism 5 software. Error bars represent standard deviations (SD) (n=3).

**Figure S3 Overexpression of Hoxa9 in M1 cells**

(A)Total cell extracts were prepared from untreated M1 cells and M1 cells transfected with control MIGR or MIGR-Hoxa9-ER vector in the presence of 200 or 500 nM 4-OHT, then immunoblot was performed to detect Hoxa9 expression. (B) Cytoplasmic and nuclear fractions were prepared from MIGR-Hoxa9-ER M1 cells and subjected to immunoblot to detect distribution of Hoxa9.

**Table S1. Potential interaction loci detected by 4C sequencing.**

How the deposited data were processed for this re-analysis (not part of the article)

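DNase I hypersensitivity was measured by the authors in 1 library of untreated M1 cells and 1 library of M1 cells treated with IL-6. They digested nuclei with DNase I, sequenced the short fragments, trimmed the reads, aligned them to NCBIM37 with BWA and summarized them with Seqmonk. The deposited signal values are means and SDs over 700-bp windows, tiled from the start of each chromosome, that the coding span of a transcript touches. This window size gives the listed number of windows in 100% of the 55432 rows. The spans equal the coding spans of GENCODE M1 in 99.9% of the rows. The fourth column of the table held no values and was not used.

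From these means the number of reads on each span was recovered by multiplying by the number of windows and dividing by what 1 read is worth. A read was worth 1.0 in the column of untreated cells and 1.03816 in the column of IL-6-treated cells. All products were within 0.05 of a whole number of reads. Whole spans, and differences between spans that share window boundaries, gave the reads of 40217 stretches on chromosomes 1 to 19 and X. Of these, 4349 were single windows, which include short genes that touch only 1 window. Of 276 sums that could be reached by more than one route, 0 disagreed. On simulated windows with part of the table's own spans, all 7095 rows and 5023 stretches were recovered. The 95% interval held the true fold in 194 of 200 changed genes. The simulated reads carried counting error alone, so this checks the computation and not any spread beyond counting error.

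The analysis had been planned before the data were examined for read numbers at single sites, with the total of each library as the scaling. The table holds means per transcript that already carry a scaling by the authors, so that scaling was kept, and the total over coding spans was added as an alternative after the data were seen. Each gene is represented by its transcript with the most windows, which gave 22605 genes. The log2 ratio adds 0.5 reads to each library. With 1 library per condition no test across libraries was made and no p-value is given. Ratios have 95% Clopper-Pearson intervals, and a feature is placed by its percentile among features of similar signal. A value of 0 reads allows up to 3 reads. The median of a gene list was placed among 10000 random lists of genes with similar signal. The progenitor and macrophage lists are those of the plan, and the constitutive list was written after part of the data had been seen.

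The genes named are those the study names, the neighbors of *c-myb*, the 3 largest rises and 3 largest falls among genes with at least 100 reads over both libraries, the 3 genes with most signal in each library and genes at the 4C loci of Table S1. Histone genes, Trp53, chromosome 15 and the Y genes were chosen after their values were seen. The uniqueness of spans without reads was taken from 32-bp sequences of both strands of NCBIM37. Alternatives covered the scaling, the number of reads added, the matching, the threshold and the fold. The distal upstream regions of *c-myb* lie outside the listed spans and are not analyzed here, and neither are the ChIP, 4C and expression experiments. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.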

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

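The genes here were selected by size of change from data that the study does not discuss. For the rises, the test of a single rise was set before its result was seen and the test of the 3 rises together after it. For the falls, the test with GC content was set before its result was seen and the others after it.

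The 3 largest rises after IL-6 were Klra2, with a log2 ratio of 1.39 (33 to 84 reads), Lilrb4, with 1.38 (44 to 111 reads), and 4930563I02Rik, with 1.37 (49 to 123 reads). Their 95% intervals of the ratio were 1.75 to 4.08, 1.83 to 3.80 and 1.86 to 3.71. They rose under every scaling that was run. Among 15929 genes, 100 draws that kept each gene's total and the trend of the library and added counting error alone were made. In 7 of them a gene reached the third of these rises, so a single rise of this size may be counting error. In 0 of them did 3 genes reach it, which argues against counting error as the source of all 3 together. Noise beyond counting error and a change with differentiation remain open, since no second library was analyzed.

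The 3 largest falls were histone genes of 1 window each, Hist1h2an (-3.32, 108 to 10 reads), Hist1h4j (-3.16, 254 to 27 reads) and Hist1h3g (-3.15, 1375 to 149 reads). They fell under every scaling that was run. Their 95% intervals of the ratio were 0.0448 to 0.184, 0.0713 to 0.164 and 0.0944 to 0.133. Of 61 histone genes with at most 3 windows, 60 fell, and 57 fell with the median of ratios or the trimmed mean as scaling. The median log2 ratio of the 59 that could be matched was -2.60, against -1.95 in random lists of other short genes with M1 signal within 25%, and the percentile among 10000 such lists was 0.0. Matching on GC content as well, within 5 percentage points for 57 genes, also gave a percentile of 0.0. The general fall of strong short genes and GC content thus account for part of the fall at most. With the median of ratios as scaling the histone median was -0.79, still a fall. A candidate explanation is that fewer cells divide after IL-6, since histone genes are used in dividing cells. The histone median of -2.60 alone cannot decide it, and no measure of cell division was analyzed. Histone genes are near-identical copies, and how reads that match several copies were placed is not stated.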

How the results depend on the processing

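No paired analysis was possible because each condition has 1 library and no test was made. Of 71 alternative values over 12 results, 36 stayed within the interval of the reported value, within 1.5 times the reported number or within the spread of random lists, and 35 moved further. All alternatives were set before the data were examined, except the total over coding spans, the matching on the SD between windows and every scaling of the number of windows above 21 reads, which were chosen after seeing the data. The total over coding spans moved none of the 8 results it was run on out of these limits.

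The scaling decided direction. The median of ratios and the trimmed mean of log ratios use windows with at least 22 reads in both libraries, where the library of IL-6-treated cells had lost most, and they shift every log2 ratio by 1.83 and 1.68. The ratio of the *c-myb* coding span was then 1.84 and 1.66 in place of 0.518, and that of the windows outside the 5′ stretch 2.10 and 1.89 in place of 0.593. That of the 5′ windows was 1.08 (0.786 to 1.47) and 0.975 (0.708 to 1.32) in place of 0.305. These 2 intervals leave the direction at the 5′ windows open. Genes at least 2-fold lower became 18 and 32 in place of 2475, and genes at least 2-fold higher 17655 and 16742 in place of 313, among 20848 and 20635 genes with more than 21 reads in either library in place of 18473. Windows above 21 reads in either library became 3005 and 2746 in place of 1062. Windows at least 2-fold lower became 23 and 38 in place of 593, and windows at least 2-fold higher 2266 and 1973 in place of 38. The share of lower genes among changed genes went from 88.8% to 0.102% and 0.191%. With the median of ratios the progenitor list had a median log2 ratio of 1.35 in place of -0.48 and the macrophage list 1.01 in place of -0.82. No scaling and the total over chromosome 10 left the *c-myb* ratios within their intervals.

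Other thresholds changed numbers by their construction. With a fold of at least 1.5, 4288 genes were lower and 2000 higher, and 110 windows were higher. With more than 50 reads, 97 genes and 1 window were higher. With 5 reads added, 161 genes and 18 windows were higher. Windows above 21 reads numbered 573 in both libraries and 1900 in the sum, against 1062 in either, and 702 and 494 windows were above 30 and 50 reads.

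The *c-myb* coding span was at the 14.5 percentile without matching, the 7.20 percentile when matched on untreated cells alone, the 3.70 percentile on chromosome 10 and the 3.22 percentile when matched on the SD between windows as well, against 5.43. The 5′ windows were at the 7.56 percentile when matched on untreated cells alone and the 6.98 percentile on chromosome 10, against 4.17. The cause of these shifts was not tested. On chromosome 10 only 43 stretches and 81 genes could be matched, which limits that value.

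The alternatives for the definition of a site, the strongest signal at the other virus insertion sites, the rank of each named site and sites near gene starts were not run, since the listed spans do not cover these positions.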

Differences from the paper's values

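The paper counts 10 loci of its Table S1 as unknown intergenic regions, and 6 remained once adjacent windows were joined, a choice made after the values were seen. Without joining the number is 10. None of the alternatives set before the data were examined bears on this number. The 18 loci that the paper counts in all became 12. Of the other values compared, none differed by more than 1.5 times. The −28k amplicon lies 28.3 kb upstream of the transcription start site on NCBIM37. The paper's box for this region lies at about 31 kb in Fig. 1, read by eye, and its box with the −28k label lies at about 20 kb in Fig. 3, read by eye. The cause was not tested.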

Other observations

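Of the tests here, those on GC content at chromosome 15 and on repeated sequence at Trp53 were set before their results were seen, and the others after.

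The library of IL-6-treated cells had a weaker contrast between strong and weak windows. The 5% of single windows with most reads held 55.6% of all window reads in untreated cells and 27.5% in IL-6-treated cells. In windows with a sum of 160 to 320 reads the mean went from 182 to 41.6 scaled reads, while in windows with a sum of 10 to 20 it went from 6.89 to 7.81. The median log2 ratio of windows with a sum of at least 160 was lower than that of windows with a sum of 20 to 40 by a difference of -2.26 (95% bootstrap interval -2.32 to -2.20). A difference in the number of reads would shift both alike. Picking windows on a high M1 count is excluded too, since all 68 windows with at least 80 scaled reads in IL-6-treated cells were higher in untreated cells, and 62 of them were with the median of ratios. All 23 genes of a list that all cells use fell, with a median log2 ratio of -1.08, below all 10000 random lists of similar signal. The scaling by the median of ratios left 2 of them lower, with a median of 0.75. This is consistent with a larger share of background reads in the library of IL-6-treated cells. The satellite-rich genes Gm10800 and Gm10801, which had most signal in both libraries, had log2 ratios of -0.36 and -0.37, which became 1.47 and 1.46 with the median of ratios. The next were C330011M18Rik in untreated cells (1426 reads) and Gm10717 in IL-6-treated cells (1116 reads). Differentiation was weighed with 2 gene lists. The macrophage list (13 of 14 genes tested) had a median log2 ratio of -0.82, at the 12.1 percentile of random lists, and the progenitor list (10 genes) one of -0.48, at the 14.4 percentile. These lists did not separate, and a change with differentiation cannot be told apart from a difference between 2 preparations, since each condition has 1 library.

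The lower signal at the 5′ windows of *c-myb* after IL-6 is consistent with this loss of contrast as a part of its cause. Of 720 stretches with similar summed signal, 66.0% fell (95% interval 62.4 to 69.4), with a median log2 ratio of -0.30 against -1.70 at the 5′ windows. The size of this trend depended on the matching. Matched on untreated cells alone, 93.0% of 344 stretches fell, with a median of -1.05. On chromosome 10, 90.7% of 43 fell, with a median of -0.84. Matched within 25%, 62.4% of 1973 fell, with a median of -0.23. Without matching, 46.5% of 11252 fell, with a median of 0.05. Under the median of ratios as scaling 19 of the 720 fell. For the coding span, the matched sets differed in whether most genes fell, so this cause stays open there. Of 2319 genes with similar summed signal, 47.6% fell (45.6 to 49.7), with a median log2 ratio of 0.04 against -0.95 at *c-myb*. Of the 497 that also had a similar SD between windows (within 25%), 77.5% fell (73.5 to 81.1), with a median of -0.21. Of these, 5 of the 2319 and 0 of the 497 fell with the median of ratios. A change at *c-myb* beyond the trend cannot be told apart from variation between libraries. The 5′ windows were at the 4.17 percentile, and a second library of each condition would be needed.

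For genes of the factors that the study examines by ChIP, the ratio of IL-6-treated to untreated cells was 0.425 (95% interval 0.304 to 0.587) at Hoxa9 and 0.447 (0.405 to 0.493) at Sfpi1, the symbol used for PU.1. It was 0.991 (0.905 to 1.09) at Meis1, 0.948 (0.775 to 1.16) at Ctcf, 1.10 (0.909 to 1.34) at Rad21 and 1.26 (1.04 to 1.52) at Creb1. At 4C loci of the paper's Table S1, the ratio was 1.14 (0.876 to 1.48) at Slc45a1, 1.19 (1.13 to 1.25) at Myo1d and 1.46 (1.40 to 1.53) at Nbea. Olfr1445 and Gm9964 had at most 18 reads in either library, and their intervals included 1. All these values carry the scaling of the table. With that scaling Hoxa9 had 33.0 reads per window in untreated cells and a log2 ratio of -1.23. Sfpi1 had 28.9 reads per window and -1.16. The 344 stretches with untreated signal like the 5′ windows of *c-myb* (31.2 reads per window) had a median of -1.05. The fall at Hoxa9 is thus near the trend of strong stretches. Sfpi1 spans 47 windows, which these stretches do not match. No percentile was taken for the genes named here. The median of ratios gave 1.51 (1.08 to 2.08) at Hoxa9 and 1.59 (1.44 to 1.75) at Sfpi1, and ratios above 1 at the other 4 factor genes and the 5 genes of 4C loci.

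Trp53 had 0 reads in both libraries over 7 windows on chromosome 11 from 69400101 to 69405000, which allows up to 0.429 reads per window. The neighbors Wrap53 (225 reads in untreated cells) and Atp1b2 (21 reads) had signal. At the level of the weakest of 22 genes within 200 kb, 7.0 reads would be expected in untreated cells alone, which argues against chance. Of the 32-bp sequences of the span, 92.5% occur once in the genome, which argues against repeated sequence. Of 223 genes with at least 5 windows and 0 reads in both libraries, 4 had over 80% unique sequence. Loss of the gene from M1 cells is a candidate explanation of the 0 reads, but reads that would join the ends of a deletion were not analyzed, so it stays open. The design offers no comparison with other cells.

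Genes of at least 15 windows on chromosome 15 had a median of 13.4 reads per window in untreated cells, 1.88 times that of chromosome 10, and 1.83 times in IL-6-treated cells. Among genes with 40 to 46% GC the ratio was 1.38 (95% bootstrap interval 1.18 to 1.53), so GC content accounts for part of the excess at most. Stronger open sites, whose excess would shrink with the contrast, stay open. The ratios to chromosome 10 differed by 0.0503 (-0.0835 to 0.224) between the libraries, while those to the other autosomes together, 1.69 and 1.57, differed by 0.121 (0.0204 to 0.243). More copies of chromosome 15 than of chromosome 10 stay open as well. In the GC band the 10th percentile of genes was 1.27 times that of chromosome 10 (1.17 to 1.64) and 1.28 times that of the other autosomes together (1.20 to 1.52), and the median was 1.34 times that of the other autosomes (1.16 to 1.46). Chromosome 15 was not the only one raised there. The median in the band was 9.68 reads per window on chromosome 12, 8.91 on chromosome 15 and 8.39 on chromosome 9 in untreated cells, and 9.64, 8.68 and 9.36 scaled reads in IL-6-treated cells. Chromosome X was at 0.270 of chromosome 10 in untreated cells over all genes, and at 0.404 in the GC band (0.411 in IL-6-treated cells). On chromosome Y, 4 genes held 4 and 3 reads over 337 windows, where the level of chromosome X would give 650 reads in untreated cells. The 8 genes in the median of chromosome Y held 6 and 5 reads over 683 windows. The design offers no comparison with other cells.

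In the paper's Table S1, the 18 windows outside *c-myb* with over 500 reads fall into 12 loci once adjacent 2000-bp windows are joined, and the 10 windows with no feature into 6. Of the 6 adjacent pairs, 5 had counts within 2% of each other and 2 had identical counts. This is consistent with reads of 1 fragment counted in both windows.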
